# Revealing genome-scale transcriptional regulatory landscape of OmpR highlights its expanded regulatory roles under osmotic stress in *Escherichia coli* K-12 MG1655

**DOI:** 10.1038/s41598-017-02110-7

**Published:** 2017-05-19

**Authors:** Sang Woo Seo, Ye Gao, Donghyuk Kim, Richard Szubin, Jina Yang, Byung-Kwan Cho, Bernhard O. Palsson

## Abstract

A transcription factor (TF), OmpR, plays a critical role in transcriptional regulation of the osmotic stress response in bacteria. Here, we reveal a genome-scale OmpR regulon in *Escherichia coli* K-12 MG1655. Integrative data analysis reveals that a total of 37 genes in 24 transcription units (TUs) belong to OmpR regulon. Among them, 26 genes show more than two-fold changes in expression level in an OmpR knock-out strain. Specifically, we find that: 1) OmpR regulates mostly membrane-located gene products involved in diverse fundamental biological processes, such as *narU* (encoding nitrate/nitrite transporter), *ompX* (encoding outer membrane protein X), and *nuoN* (encoding NADH:ubiquinone oxidoreductase); 2) by investigating co-regulation of entire sets of genes regulated by other stress-response TFs, stresses are surprisingly independently regulated among each other; and, 3) a detailed investigation of the physiological roles of the newly discovered OmpR regulon genes reveals that activation of *narU* represents a novel strategy to significantly improve osmotic stress tolerance of *E*. *coli*. Thus, the genome-scale approach to elucidating regulons comprehensively identifies regulated genes and leads to fundamental discoveries related to stress responses.

## Introduction

The key to bacteria’s survival is their ability to sense and respond to the different environmental stresses to which they are exposed. OmpR coordinates genome-scale transcriptional responses to osmotic stress with its cognate sensor EnvZ in many enteric bacteria^1^. The general role of this TF has been investigated using *in vitro* DNA-binding experiments and comparative transcriptomics^2–17^. For example, OmpR controls production of two outer membrane porins, OmpF and OmpC, that enable bacterial cells to survive fluctuations in the osmolarity of the growth medium^12, 13, 15, 16^. However, much less is known about *in vivo* OmpR-binding at the genome-scale under osmotic stress and the regulon that they comprise in *E*. *coli* K-12 MG1655. There were several reports that investigated the genome-scale role of OmpR in *Salmonella enterica* and *Salmonella Typhimurium*, and these studies found some novel OmpR-regulated operons that are part of the *S*. *enterica* ancillary genome^18, 19^. Also, there was a study that investigated the response of acid stress by OmpR in *E*. *coli* K-12 CSH50 and compared it with that of *S*. *Typhimurium* ^19^. An earlier study also had focused on the transcriptome response of acid stress by OmpR in *E*. *coli* K-12 BW25113^20^.

It is expected that a complete reconstruction of the OmpR transcriptional regulatory network (TRN) in response to osmotic stress will reveal a more detailed understanding of its regulation on a genome-scale even in *E*. *coli* K-12 MG1655. A better understanding of the OmpR regulatory network can shed further light on its functions if it also coordinates stress responses with other fundamental cellular/metabolic processes as do other TFs^21–23^. Based on such elucidation, inter-relationships among other regulons such as those related to different environmental stress responses can be investigated^21–23^. A systems biology approach based on genome-scale experimental measurements and integrative analysis can contribute to such an understanding.

Here, a systems biology approach was applied to decipher the OmpR regulatory networks under osmotic stress (NaCl treatment). We first examine the OmpR-binding sites on the *E*. *coli* K-12 MG1655 genome from chromatin immunoprecipitation with lambda exonuclease digestion followed by high-throughput sequencing (ChIP-exo). Then, we measure transcription levels of genes in wild-type and knock-out mutant of OmpR on a genome-scale from strand-specific massively parallel cDNA sequencing (RNA-seq). These datasets are integrated to identify causal relationships and reconstruct the OmpR regulon. A combination of topological and functional analyses of the OmpR regulon provides an unprecedented and comprehensive view of genome-wide regulatory roles of this TF under osmotic stress.

## Results and Discussion

### Genome-wide binding profile of OmpR under osmotic stress

Over the last two decades, 8 binding sites (TUs) have been identified for OmpR in *E*. *coli* by *in vitro* DNA-binding experiments and relevant mutational analysis^2–17^. However, direct measurements of genome-wide *in vivo* OmpR binding are not available in *E*. *coli* K-12 MG1655. Thus, we first performed a ChIP-exo experiment to determine *in vivo* genome-scale binding profiles of OmpR in *E*. *coli* K-12 MG1655 under osmotic stress condition (0.3 M NaCl treatment). We used the 8-myc epitope tagging approach as previously reported^21^ to perform a ChIP-exo experiment, and epitope tagging did not change the ability of *E*. *coli* to respond to osmotic stress (Fig. 1a). From ChIP-exo experiments, we identified 25 reproducible binding sites for OmpR under osmotic stress (Fig. 1b and Supplementary Table 1). All these binding sites were found within regulatory regions including upstream of promoters, promoters, and 5′-proximal to coding regions (Supplementary Table 1). These results show a strong preference of OmpR-binding site locations being within the noncoding intergenic regions similar to other transcription regulators^21–27^. We also detected 88% (7 of 8) of OmpR-binding sites reported from previous studies (Fig. 1c and Supplementary Table 2). The only exception was the upstream region of *bolA* but it is unclear why this site is missing from the dataset obtained here. Nevertheless, we significantly expanded the current knowledge of OmpR binding information on the genome.

**Figure 1:**
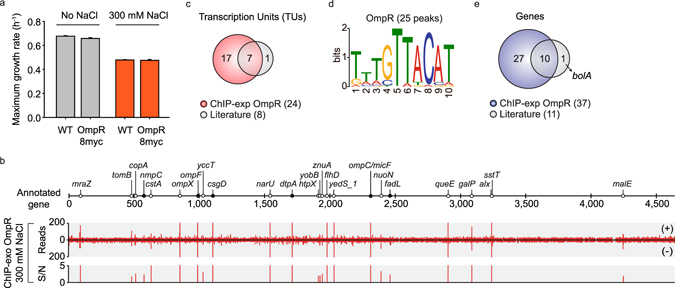
Genome-wide profiles of OmpR-binding sites. (**a**) Effect of myc-tag of OmpR on cellular growth in response to osmotic stress (0.3 M NaCl) (**b**). An overview of OmpR-binding profiles across the *E*. *coli* genome at mid-exponential growth phase under osmotic stress condition. Black and white dots indicate previously known and newly found OmpR-binding sites, respectively. S/N denotes signal to noise ratio. (+) and (−) indicate forward and reverse reads, respectively. Binding peaks that overlap with Mock-IP signal were eliminated. (**c**,**d**) Comparison of genome-wide OmpR-binding sites obtained from this study (ChIP-exo) under osmotic stress with the known binding sites from the literature in terms of (**c**) transcription units and (**d**) genes. (**e**) Sequence motif logo represents the DNA binding motifs of OmpR from 25 binding peaks.

To identify DNA sequence motifs of OmpR binding sites, we first used the MEME software tool^28^ with the genomic sequences of binding sites. The identified sequence motif of OmpR from 25 binding peaks (KWWGTTACAT) was consistent with the previously characterized repeat sequence of the OmpR-binding site (tTTGTTACAT) (Fig. 1e)^2^. In addition, we used two other methods, ChIPMunk and diChIPMunk, to identify DNA sequence motifs of OmpR^29–31^. The identified sequence motifs were similar to that from the MEME software tool in that these two methods generated the previously known repeat sequence (GTTACATTTTGTTACAT) (Supplementary Fig. 1). We believe that the OmpR-binding sites revealed here are *bona fide* binding sites given the consistency of the known binding sites and their motifs.

### Genome-wide reconstruction of the OmpR regulon

Before this study, a total of 11 genes in 8 transcription units (TUs) had been characterized as members of OmpR regulons. The ChIP-exo datasets of this study expanded the size of the OmpR regulons to contain 37 target genes in 24 TUs (Fig. 1d and Supplementary Table 1). To determine the causal relationship between the genome-wide binding of OmpR and changes in levels of RNA transcripts of regulon genes, transcript levels of wild-type and those of a deletion mutant (Δ*ompR*) were compared with both grown under stress condition with 0.3 M NaCl treatment. 

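Strand-specific RNA-seq libraries were made from 2 independent cultures of wild-type E. coli K-12 MG1655, a laboratory strain whose genome is the reference used for mapping, and from 2 independent cultures of ΔompR. All 4 cultures were grown in M9 minimal medium with 0.2% glucose and treated with 0.3 M NaCl for 30 min, so that the libraries differ in strain and not in stress. The authors mapped the reads to the NC_000913.2 genome with bowtie, with at most 2 mismatches, and deposited the FPKM (fragments per kilobase of gene, scaled to the mapped fragments of the library) that Cufflinks gave for 4594 genes in each library. The table gives no fragment counts, but the low FPKM values of genes longer than 700 bp rise in steps of 1 fragment, which gave the depth of each library. It was 7462687 and 6884682 fragments in the wild-type replicates and 6259781 and 6677796 fragments in the ΔompR replicates. Between 95.5% and 98.4% of the low values used for this lay within 0.1 of a whole number of fragments, with gene lengths taken from a RefSeq gene table of the ASM584v2 assembly. The 10 genes with the highest FPKM made up 58.9% and 60.9% of the total FPKM in wild type and 62.6% and 62.5% in ΔompR, so that a few genes weigh heavily on any scaling by the total. The deleted gene itself was listed at 317 and 360.1 FPKM in the wild-type replicates and at 0 in both ΔompR replicates, and the wild-type values correspond to 1126 and 1120 fragments. Taking 3 fragments as the smallest detectable amount, ompR was at least 339.9-fold lower in ΔompR. The libraries also differ at genes other than ompR that are close to absent from ΔompR, among them the araBAD and rhaBAD operons with 255 fragments in wild type and 1 in ΔompR. A strain background that lacks these operons is a candidate explanation. It was not separated from the loss of OmpR in any comparison of the 2 strains. The neighbour of ompR, envZ, which encodes the cognate sensor, had 149.9 ± 5.26 FPKM (SD, n = 2) in wild type and 68.4 ± 3.52 FPKM (SD, n = 2) in ΔompR. Changes were computed as the difference in the mean of log2(FPKM + 1) between ΔompR and wild type, a scale that understates the change of genes with low FPKM. They were tested with limma with an intensity trend and Benjamini-Hochberg adjustment. The FPKM differed between replicates by a median of 0.15 on the log2 scale in wild type and 0.12 in ΔompR, and between strains by a median of 0.38 to 0.40.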

Overall, a total of 412 genes were differentially expressed (log_2_ fold change ≥ 1 and false discovery rate (FDR) ≤ 0.01) (Fig. 2a and Supplementary Data 1).

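The test covered the 4137 genes with a mean of at least 1 FPKM over the 4 libraries. A log2 fold change of at least 1 in size with an adjusted p of at most 0.01 from limma was found for 344 genes, of which 207 were higher and 137 lower in ΔompR. For each of the 344 genes both ΔompR replicates lay beyond both wild-type replicates, as they did for 68.9% of the genes tested, where chance gives 33.3%. Of the 344 genes, 319 are among the genes the paper lists in Supplementary Data 1, which were called from the Cuffdiff output and not from the FPKM used here, and 25 are not. The list holds 93 further genes that did not pass here, and 67 of these had a log2 fold change of at least 1 in size without the adjusted p. Every one of the 406 listed genes that was tested and for which the paper gives a finite log2 fold change had the direction given there. The list reports large changes in the same libraries, so this agreement was to be foreseen and is not independent support. Among the other ways of computing the change, the ratio of the group means with no test and no pseudocount moved the count up most, to 700 genes. Among the other scalings and filters, bringing each library to the same total FPKM moved it down most, to 216 genes. Fitting the replicate number as a block in limma lowered the count further, to 48 genes. With 4 libraries the block leaves fewer degrees of freedom for the variance, which alone can lower the count. Deviations of same-numbered replicates correlated by 0.068 over the 4137 genes, so the drop does not show that replicates are paired. The median log2 fold change of all tested genes was -0.05.

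**Figure D1:**
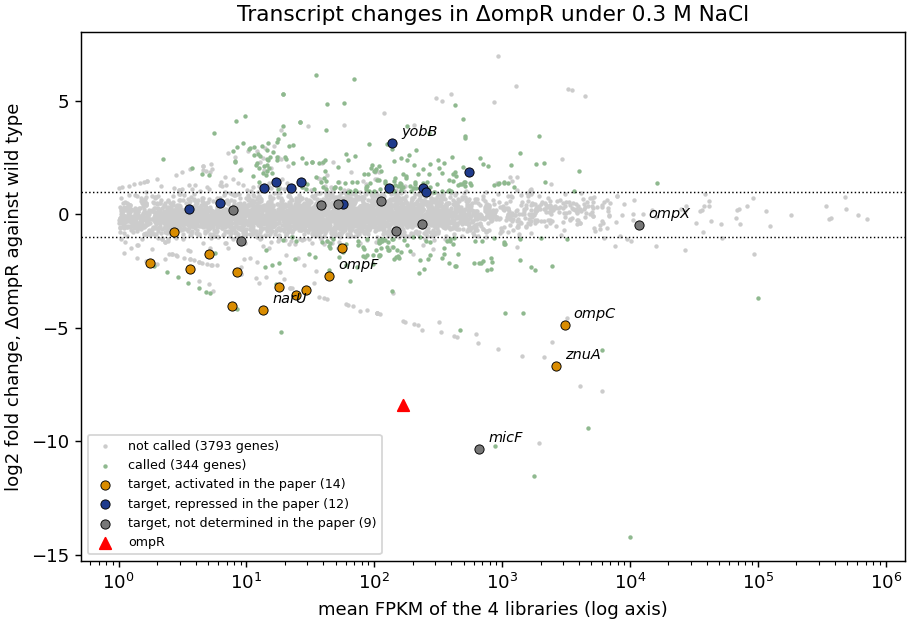
Log2 fold change of ΔompR against wild type (vertical axis) by mean FPKM of the 4 libraries (horizontal axis, log scale) for 4137 genes, with the 344 called genes in green, the OmpR target genes as larger circles coloured by the direction the paper gives them and ompR as a red triangle. Dotted lines mark log2 fold changes of 1 and -1, and ompR and micF lie among the genes with the lowest values because both ΔompR libraries are listed at 0.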

**Figure 2:**
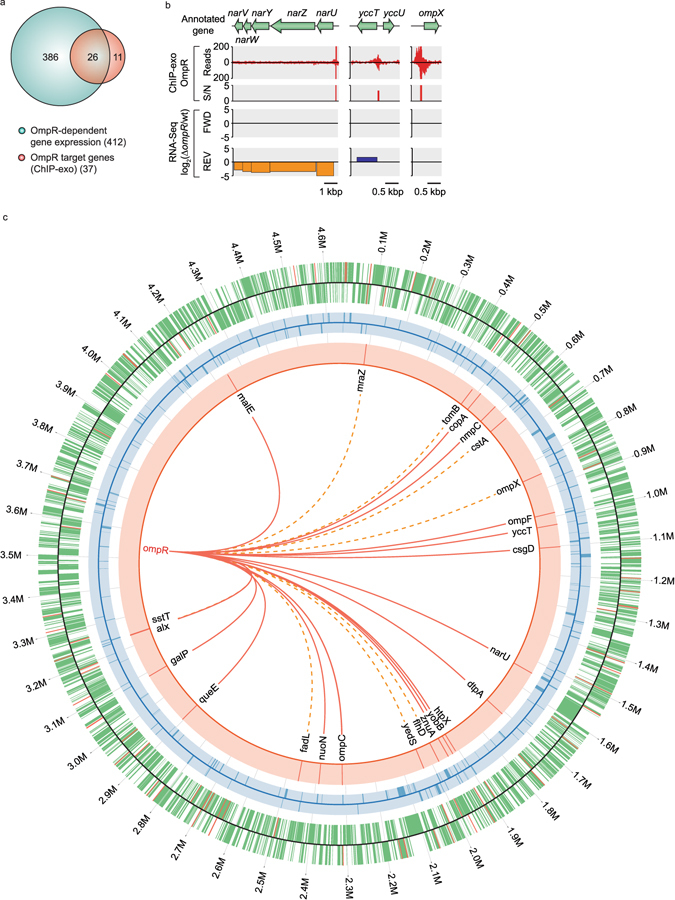
Regulatory causation in OmpR regulon. (**a**) Causal relationships between direct associations of OmpR and changes in transcript levels of genes. (**b**) Regulatory causation of individual ORFs governed by OmpR in response to osmotic stress. Examples of activation (*narUZYWV*), repression (*yccT*), and not determined (no change in transcript level, *ompX*). S/N denotes signal to noise ratio. FWD and REV indicate log 2 relative transcript levels from forward and reverse strands, respectively. (**c**) Genome-wide map of OmpR-binding profile was overlaid with differential transcriptional response to OmpR knockout under osmotic stress. Red, blue, and green denote ChIP-exo, RNA-seq, and annotation, respectively. Solid lines indicate genes with OmpR binding with changes in expression level upon OmpR knock-out. Dotted lines indicate the genes with TF bindings but without changes in expression level upon OmpR knockout. Only the first gene of the operon was shown. The figure was made using Circos version 0.67.

Combining the genome-wide OmpR-binding map with the OmpR-dependent transcriptome enabled us to define the causality between the binding of OmpR and transcript levels of the corresponding genes under osmotic stress. Of the 37 target genes discovered from the ChIP-exo experiment, 26 genes in 16 TUs were directly regulated by OmpR under osmotic stress (Fig. 2a and Supplementary Table 1). 

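Of the 37 target genes, 35 could be paired with an identifier in the RNA-seq table through their symbols, while yedS_1 and yedS_2 were not analysed here. Among these 35 genes, 16 (45.7%) passed the thresholds of a log2 fold change of at least 1 in size and an adjusted p of at most 0.01 from limma. Among the other 4102 genes tested, 328 (8.0%) passed them, an odds ratio of 9.7 in favour of the targets (two-sided Fisher's exact test, p = 3.49e-09), although genes of one operon are not independent. Supplementary Table 1 gives a causal relationship for these 26 genes and, in one entry with ompC, for micF, which Fig. 3c shows as not determined and which is not counted among the 26. Of the 26 genes, 15 passed, and they belong to 11 of the 16 TUs. All 26 had a mean change in the direction given in Supplementary Table 1, and for 25 of them the ΔompR replicates did not overlap the wild-type replicates. The paper took these directions from the same libraries, so their agreement is not independent support. With the adjustment made over the 35 targets alone, 22 targets and 20 of these 26 genes passed, a number that shows no stability since the 26 were chosen by the paper from the same libraries. Supplementary Data 1 itself lists 20 of the 26 genes, with at least 1 gene of each of the 16 TUs. The paper combines a ChIP-exo peak at a TU with a change in its transcript level upon deletion of ompR, and concludes from the pair that OmpR directly regulates these genes under osmotic stress.

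**Figure D2:**
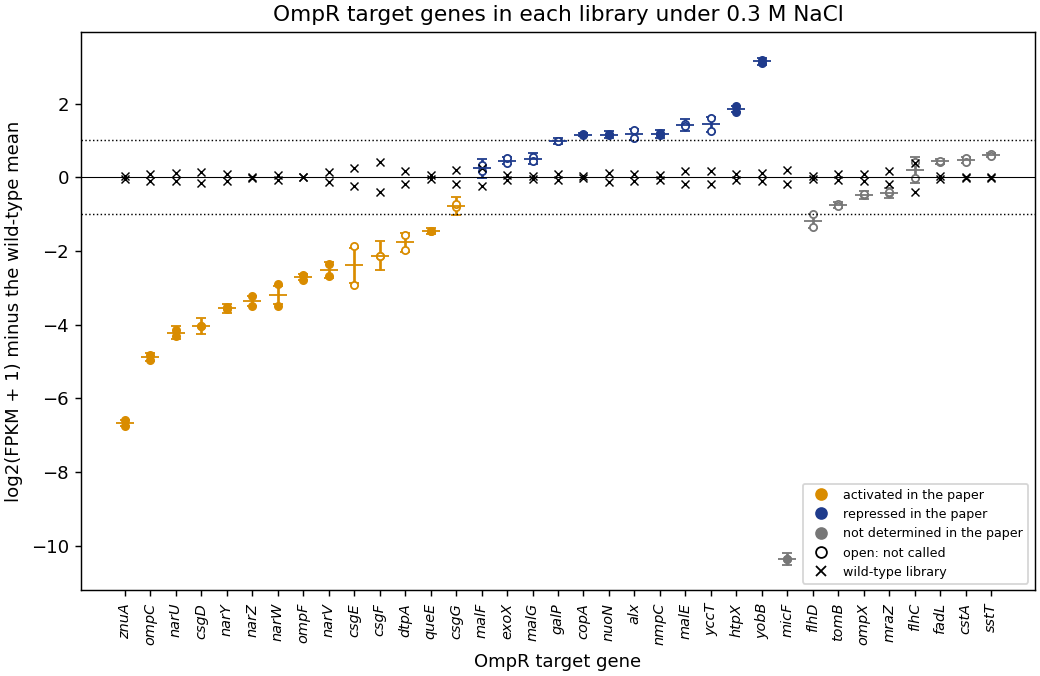
Log2(FPKM + 1) of 35 OmpR target genes in each library minus the wild-type mean, with crosses for wild-type libraries, circles for ΔompR libraries (open where the gene was not called) and a horizontal mark with bars for the log2 fold change and its standard error. Activated genes run from -6.67 for znuA to -0.77 for csgG and repressed genes from 0.25 for malF to 3.15 for yobB, while among the undetermined genes micF lies apart because it is listed at 0 in both ΔompR libraries.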

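The operon of narU (b1469), narZ (b1468), narY (b1467), narW (b1466) and narV (b1465) encodes a nitrate transporter and a nitrate reductase. Its OmpR peak lies at 1542224 to 1542283 on NC_000913.2, with a S/N of 14.83 according to Supplementary Table 1. Transcripts of narU fell from 26.7 ± 2.96 FPKM (SD, n = 2) in wild type to 0.479 ± 0.116 FPKM (SD, n = 2) in ΔompR. This is a log2 fold change of -4.22 (standard error 0.18, adjusted p = 0.00144 from limma), and it rests on 210 and 222 fragments in wild type against 4 and 3 in ΔompR. With so few fragments left, the size of the fold change depends on the pseudocount, and it was -1.80 with 10 FPKM and -5.54 with 0.1 FPKM in place of 1 FPKM. The more highly expressed narZ went from 54.2 ± 1.15 to 4.44 ± 0.717 FPKM (SD, n = 2 each), and narY from 46.1 ± 4.52 to 3.00 ± 0.122 FPKM (SD, n = 2 each). The log2 fold change was -3.35 for narZ, -3.56 for narY, -3.20 for narW and -2.52 for narV, with adjusted p-values from limma between 0.00126 and 0.00548. In each of the 5 genes the strains differed by far more than the replicates.

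**Figure D3:**
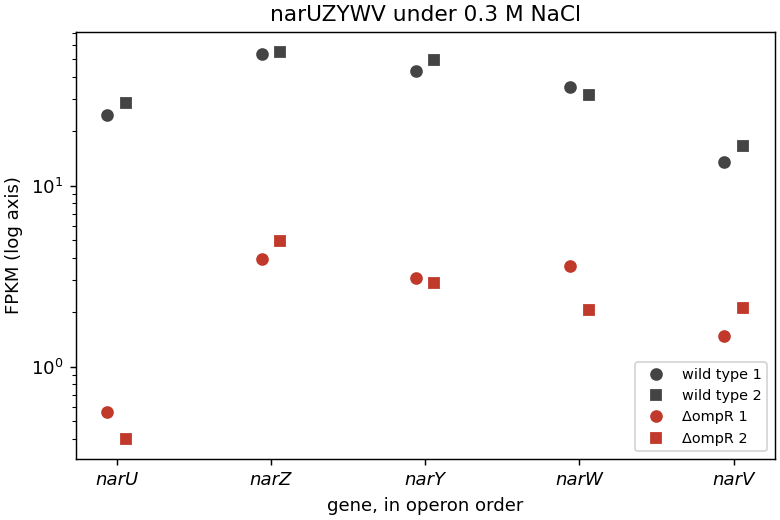
FPKM (log axis) of the 5 genes of narUZYWV, in operon order, in the wild-type replicates (grey) and the ΔompR replicates (red) under 0.3 M NaCl. For narU the wild-type replicates are at 24.6 and 28.8 FPKM and the ΔompR replicates at 0.561 and 0.397 FPKM.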

For example, the promoter region of *narUZYWV* TU was extensively occupied by OmpR under the osmotic stress condition and this binding significantly increased transcript levels under this condition (Fig. 2b, left panel). A total of 14 genes were regulated by this regulatory mode, and half of them were previously identified as regulon members (Supplementary Table 1).

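All 14 genes had a lower mean in ΔompR, and 10 of them passed the thresholds in limma. Outside the nar operon, the major porin genes lost most of their transcripts. Those of ompC (b2215) went from 5958 ± 559 FPKM (SD, n = 2) in wild type to 201 ± 14.6 FPKM (SD, n = 2) in ΔompR, a log2 fold change of -4.88 (standard error 0.10, adjusted p = 0.000697 from limma). For ompF (b0929), wild type had 77.5 ± 0.195 FPKM and ΔompR 11.0 ± 0.82 FPKM (SD, n = 2 each), a log2 fold change of -2.71 (standard error 0.09, adjusted p = 0.00116 from limma). The transcript of queE (b2777), a cytosolic enzyme, fell from 83.1 ± 4.14 to 29.6 ± 0.08 FPKM (SD, n = 2 each), with a log2 fold change of -1.46 (adjusted p = 0.00213 from limma). The 4 genes that did not pass were csgE, csgF, csgG and dtpA. With an adjusted p of at most 0.05, 13 of the 14 genes passed, all but csgG.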

In contrast, association of OmpR on the *yccT* TU decreased transcript level under the same condition (Fig. 2b, middle panel). 

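For yccT (b0964), the OmpR peak in Supplementary Table 1 runs from 1027037 to 1027089 on NC_000913.2 and has a S/N of 3.07. The transcript was listed at 15.7 and 12.1 FPKM in the wild-type replicates and at 34.4 and 44.3 FPKM in the ΔompR replicates, from 49, 33, 89 and 120 fragments. The log2 fold change was 1.44 (standard error 0.20, adjusted p = 0.0154 from limma). Both ΔompR replicates were above both wild-type replicates, but the adjusted p was above the limit of 0.01. With each library left out in turn, the log2 fold change stayed between 1.26 and 1.61.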

We identified a total of 12 genes repressed by binding of OmpR and only one of them (*nmpC*) was previously characterized (Supplementary Table 1). 

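Each of the 12 genes had a higher mean in ΔompR, and 5 passed the thresholds in limma, namely yobB, htpX, nmpC, copA and nuoN. The largest rise was that of yobB (b1843), from 27.4 ± 2.98 FPKM (SD, n = 2) in wild type to 249.8 ± 9.4 FPKM (SD, n = 2) in ΔompR, a log2 fold change of 3.15 (standard error 0.10, adjusted p = 0.0011 from limma). The second gene of the same TU, exoX (b1844), changed far less, with a log2 fold change of 0.45 (standard error 0.09, adjusted p = 0.0368 from limma). Transcripts of htpX (b1829) rose from 237 ± 18.7 to 862 ± 64.7 FPKM (SD, n = 2 each), a log2 fold change of 1.86 (adjusted p = 0.00202 from limma). The previously known nmpC (b0553) went from 13.3 ± 0.916 to 31.5 ± 0.665 FPKM (SD, n = 2 each), a log2 fold change of 1.18 (adjusted p = 0.00582 from limma). For copA (b0484) the log2 fold change was 1.16 (adjusted p = 0.00175) and for nuoN (b2276) it was 1.16 (adjusted p = 0.00624), both from limma. These rises were not confined to the bound genes, since all 6 copper export genes and all 13 nuo genes were higher. Among those without a listed OmpR peak, the log2 fold change was 1.60 for cueO and 1.01 for nuoM. Both lists were chosen after their values were seen. The change of galP had an adjusted p of 0.00438 from limma with a log2 fold change of 0.98, just under the limit of 1. Those of malE and alx were 1.41 and 1.17, with adjusted p-values of 0.0101 and 0.0133 from limma. In the malEFG TU, the log2 fold changes of malF and malG were 0.25 and 0.50, with adjusted p-values of 0.513 and 0.0858 from limma, and the replicates of malF overlapped between the strains. With an adjusted p of at most 0.05, 8 of the 12 genes passed.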

For the remaining 11 genes, we were not able to find statistically significant changes in expression levels. However, reproducible binding peaks and motifs were detected at the regulatory regions of these genes just like the *ompX* case (Fig. 2b, right panel). It may be possible that other co-regulating TFs partially take over the regulatory role on each gene under our experimental stress condition when OmpR is deleted on the genome. 

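Of these 11 genes, 9 were found in the RNA-seq table, and 8 of them did not pass the thresholds in limma. The exception was micF, a small RNA counted here because Fig. 3c shows it as not determined, and listed at 0 in both ΔompR libraries. Among the other 8 genes, 4 were lower and 4 higher in ΔompR, and some changes were small but larger than the spread between replicates. Transcripts of tomB (b0461) went from 185 ± 14.8 FPKM (SD, n = 2) in wild type to 109 ± 2.0 FPKM (SD, n = 2) in ΔompR, a log2 fold change of -0.75 (standard error 0.08, adjusted p = 0.00867 from limma). Those of sstT (b3089) rose from 89.4 ± 1.73 to 136 ± 2.86 FPKM (SD, n = 2 each), a log2 fold change of 0.60 (standard error 0.06, adjusted p = 0.00717 from limma). Neither reached a log2 fold change of 1 in size. The largest change of the 8 was that of flhD, at -1.18, but its adjusted p of 0.0204 from limma was above the limit of 0.01. It rests on few fragments, 11 in wild-type replicate 1 and 3 in ΔompR replicate 1, and was -0.6 with a pseudocount of 10 FPKM. Fragments of flhD in the other libraries were not recovered. The log2 fold changes of cstA and fadL were 0.47 and 0.43, with adjusted p-values of 0.0203 and 0.0296 from limma. That of mraZ was -0.42, with an adjusted p of 0.104 from limma.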

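The peak at ompX (b0814) has a S/N of 110.71 in Supplementary Table 1 and lies at 849553 to 849612 on NC_000913.2. The transcript was among the abundant ones, at 12952 and 14637 FPKM in the wild-type replicates and 9811 and 9977 FPKM in the ΔompR replicates. Its log2 fold change was -0.48 (standard error 0.11, adjusted p = 0.0432 from limma). The replicates of the 2 strains did not overlap, and the log2 fold change stayed between -0.56 and -0.39 with each library left out in turn, short of the size of 1 used for a call.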

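Supplementary Table 1 gives the distance from the OmpR peak to the TSS for 4 of the TUs whose first gene is activated and 9 whose first gene is repressed. Among the 4 activated TUs, the peak lies upstream of the TSS in 3 and downstream in 1, with a median distance of -64.75 bp. The 3 with an upstream peak are ompF at -87.5 bp, ompC at -83 bp and dtpA at -46.5 bp, and all had lower transcript levels in ΔompR. At queE, also lower in ΔompR, the peak lies 589 bp downstream. Among the 9 repressed TUs, the peak lies upstream in 7, from malE at -321 bp to yccT at -5 bp, and downstream in nmpC at 43 bp and nuoN at 47.5 bp, with a median distance of -86 bp. The first gene of each of the 9 TUs had a higher mean in ΔompR. The medians did not differ by more than chance gives (two-sided exact permutation test, p = 0.81).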

The calculation of the relative distance from binding centers of OmpR to transcription start site (TSS)^32, 33^ showed that it binds to the sites either upstream or downstream of the corresponding promoter region, whether OmpR can act as a repressor or an activator (Supplementary Table 1). Like other TFs, OmpR may prevent binding of other repressors or directly activate transcription by recruiting RNAP, or exclude RNAP binding at this region to repress transcription. Based on these results, we graphically summarized the transcriptional regulatory network of OmpR by combining ChIP-exo and RNA-seq data on *E*. *coli* genome (Fig. 2c).

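Of the 24 TUs, 23 have a first gene with values in the RNA-seq table. In limma, 6 of these first genes were called lower in ΔompR, 5 were called higher and 12 were not called. The peaks listed in Supplementary Table 1 run from the one at mraZ, which starts at 89209 on NC_000913.2, to the one at malEFG, which ends at 4244851. First genes that were called lower and first genes that were called higher both occur among closely spaced peaks. The peaks at htpX, which starts at 1910702, and yobB, which starts at 1923367, are followed by the one at znuA, which starts at 1940588.

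**Figure D4:**
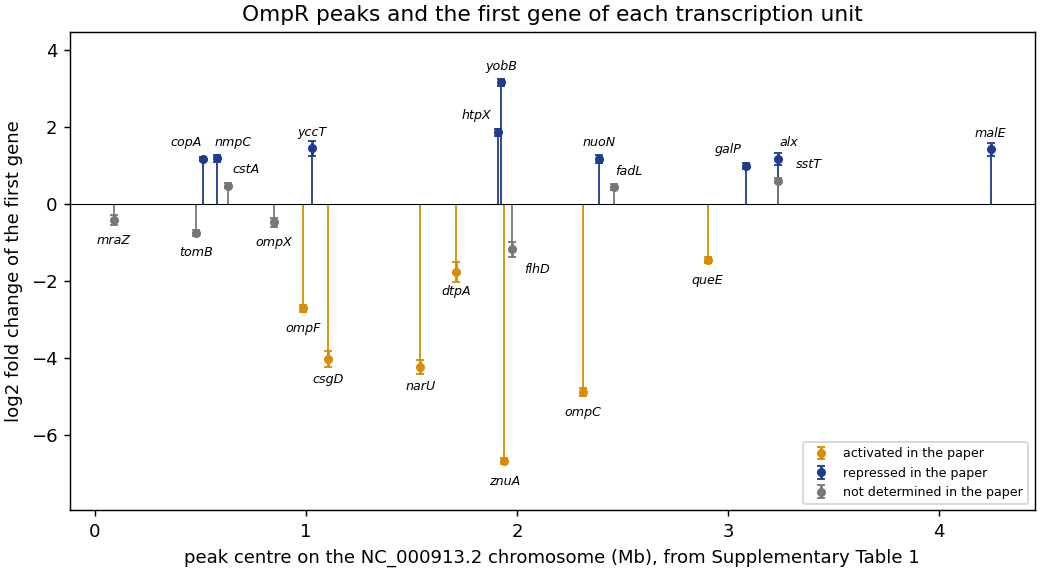
Log2 fold change of the first gene of 23 TUs (vertical axis, bars for the standard error) at the centre of its first OmpR peak on the NC_000913.2 chromosome in Mb (horizontal axis), coloured by the direction the paper gives. The first genes of activated TUs lie below 0 and those of repressed TUs above 0, and the 2 kinds are interspersed along the chromosome.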

### Interaction of OmpR regulon with other stress-response TFs

Next, we classified 37 target genes based on clusters of orthologous groups (COG) protein database (Fig. 3a)^34^. These genes were categorized into 13 different COG functional categories including energy production and conversion (C), carbohydrate metabolism and transport (G), cell wall/membrane/envelope biogenesis (M), and inorganic ion transport and metabolism (P). Although their functional categories were diverse, 68% of these gene products (25 of 37) were known to be located in either inner (18) or outer (7) membranes (Fig. 3b)^33^. Only 9 gene products were located in cytosol and 3 gene products were unknown. These results indicate that OmpR mostly regulates membrane proteins of various functional processes and thus affects the composition of the membrane proteomes.

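The RNA-seq table holds values for 25 target genes with a membrane product, 9 with a cytosolic product and 1 small RNA, micF, which was counted as neither. Of the 25 membrane genes, 12 passed the thresholds in limma, 8 of them lower and 4 higher in ΔompR. Those with an inner membrane product made up 9 of the 12, among 18 genes. Of the 7 genes with an outer membrane product, 3 passed, which were ompF, ompC and nmpC. In the cytosol, 3 of 9 genes passed. The share called was not distinguishable between membrane and cytosol at this number of genes (odds ratio 1.8, two-sided Fisher's exact test, p = 0.697). The median size of the log2 fold change was 1.29 for the inner membrane, 2.13 for the outer membrane and 1.18 for the cytosol.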

**Figure 3:**
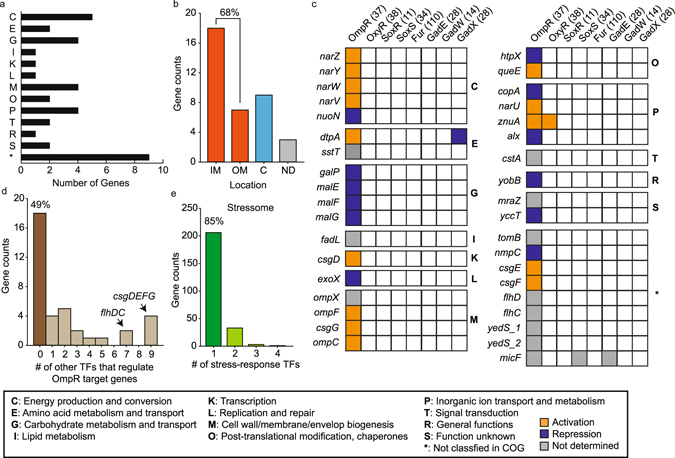
Functional delineation of OmpR regulon and its interaction with other TFs. (**a**) Functional classification (COG) of OmpR regulon. (**b**) Distribution of functional location of gene products of OmpR regulon. IM; inner membrane, OM; outer membrane, C; cytosol, ND; not determined. (**c**) Integration of the OmpR regulon information (37 target genes) with other publicly available regulon information of stress-responsive TFs for oxidative stress (OxyR, SoxR, and SoxS), iron imbalance stress (Fur), and acid stress (GadE, GadW, and GadX). The 37 target genes were categorized into 13 groups based on their COG functional annotations. The amber and dark blue boxes indicate activation and repression of transcription by direct association of OmpR, respectively. The grey box indicates that the transcription regulation could not be determined though the direct association of OmpR. (**d**) The distribution of the number of OmpR target genes regulated by other TFs among the entire set of TFs. (**e**) The distribution of 243 genes consisted of regulon members of 8 different stress-response TFs according to the number of stress-response TFs regulating those genes.

We further integrated the information from the OmpR regulon with other regulon data of TFs related to oxidative stress (OxyR, SoxR, and SoxS), iron imbalance stress (Fur), and acid stress (GadE, GadW, and GadX) based on our previous studies^21–23^ (Fig. 3c). Surprisingly, 92% (34 of 37) of OmpR regulon members were not regulated by any of those 7 TFs. The exceptions were *dtpA* encoding tripeptide/dipeptide: H^+^ symporter (regulated by GadX), *znuA* encoding Zn^2+^ ABC transporter (regulated by OxyR), and *micF* encoding small regulatory RNA (regulated by SoxS and GadE).

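Among these 3 genes, znuA (b1857) went from 5274 ± 207 FPKM (SD, n = 2) in wild type to 50.8 ± 3.74 FPKM (SD, n = 2) in ΔompR. With a log2 fold change of -6.67 (standard error 0.08, adjusted p = 0.000344 from limma), this was the largest fall among the protein-coding targets at the pseudocount of 1 FPKM. With 0.1 FPKM in its place, csgD, listed at 0 in both ΔompR libraries, fell further, at -7.27 against -6.70 for znuA. Supplementary Table 3 also names Zur for znuA, and all 5 zinc uptake genes tested were lower in ΔompR. Among them zinT, which has no listed OmpR peak, had a log2 fold change of -9.41. The fall of znuA therefore cannot be credited to the loss of OmpR binding from these data alone. The transcript of dtpA (b1634) fell from 8.44 ± 1.7 to 1.78 ± 0.54 FPKM (SD, n = 2 each), a log2 fold change of -1.76 (standard error 0.26, adjusted p = 0.0175 from limma), which is above the limit of 0.01. The small RNA micF (b4439) was listed at 1149 and 1502 FPKM in the wild-type replicates and at 0 in both ΔompR replicates. It is shorter than 200 bp, and such genes are also listed at 0 in one replicate and at high values in the other, so the size of its change is not known. The genes of GadX, OxyR, GadE and SoxS were measured in the same libraries. The log2 fold change was 0.19 for gadX (adjusted p = 0.0881) and 0.16 for oxyR (adjusted p = 0.388), both from limma, and neither was called. It was -2.57 for gadE (standard error 0.07, adjusted p = 0.000971 from limma) and 1.41 for soxS (standard error 0.10, adjusted p = 0.00375 from limma), and both were called.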

We continued our analysis by including the entire list of TFs of *E*. *coli*. Still, 49% (18 of 37) of the regulon members did not have any known regulatory action by any other TF (Fig. 3d and Supplementary Table 3). 

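In the flhDC TU, flhD (b1892) was listed at 13.4 and 12.5 FPKM in the wild-type replicates and at 4.43 and 5.97 FPKM in the ΔompR replicates under osmotic stress. These values rest on few fragments, 11 in wild-type replicate 1 and 3 in ΔompR replicate 1. The log2 fold change of flhD was -1.18 (standard error 0.19, adjusted p = 0.0204 from limma). For flhC (b1891) it was 0.20 (standard error 0.35, adjusted p = 0.715 from limma), with overlapping replicates. In the csgDEFG TU, csgD (b1040) had 13.8 and 17.1 FPKM in wild type, from 42 and 45 fragments, and was listed at 0 in both ΔompR replicates. Against a floor of 3 fragments this is at least 13.2-fold lower, and the adjusted p was 0.00213 from limma. Transcripts of csgE and csgF were near the limit of detection. Those of csgE were listed at 5.45 and 8.03 FPKM in wild type and at 1.11 and 0 FPKM in ΔompR, with an adjusted p of 0.0336 from limma. For csgF, 3 and 5 fragments were found in wild type and 0 in both ΔompR replicates (adjusted p = 0.0271 from limma). For csgG, wild type had 3.70 ± 0.873 FPKM and ΔompR 1.73 ± 0.126 FPKM (SD, n = 2 each), a log2 fold change of -0.77 (adjusted p = 0.0909 from limma).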

Two TUs, *flhDC* and *csgDEFG*, were regulated by an additional 7 and 9 other TFs, respectively, indicating the importance of precise regulation of cell motility in various environments.

In addition, by combining our previous results on reconstruction of TRNs on oxidative stress, iron imbalance stress, and acid stress with this study, we could make a list of genes consisting of entire sets of gene products regulated by corresponding 8 different TFs in response to these four different environmental stresses (Supplementary Data 2). A total of 243 different genes were regulated by these TFs, and surprisingly 85% (206 of 243) of these genes were only regulated by a single TF (Fig. 3e and Supplementary Data 2). Then, 13% (33 of 243) of these genes were regulated by two TFs. Based on these results, it appeared that these genes tend to be regulated by each TF separately depending on the types of stress with marginal overlap between regulons, while the sigma factor networks appear to provide the cell with regulatory redundancies^35^.

### Physiological roles and evolutionary aspects of the OmpR regulon

In order to further examine physiological roles of the OmpR regulon identified above, we examined effects of single gene knock-out or overexpression on cell growth under osmotic stress. We hypothesized that if any OmpR-repressed gene is physiologically important for osmotic stress tolerance, overexpression of this gene may result in growth retardation. When we overexpressed 6 newly identified genes (*copA*, *yccT*, *htpX*, *yobB*, *nuoN*, and *alx*) among OmpR-repressed genes and compared their growth rates with that of wild-type under both normal and osmotic stress conditions, only overexpression of *yccT* showed 40% decrease in growth rate under osmotic stress (Fig. 4a,d). Interestingly, overexpression of *nuoN* encoding NADH:ubiquinone oxidoreductase retarded growth of cells even under normal conditions (Fig. 4a). These results show that overexpression of membrane-associated proteins had a negative effect on *E*. *coli* growth under the experimental osmotic stress and protein induction conditions. Thus, in order to eliminate any potential caveats related to differential protein expression, we additionally examined whether deletion of these OmpR-repressed genes would improve the tolerance of cells toward osmotic stress. However, all mutant strains showed similar growth rates under both normal and osmotic stress conditions compared to that of wild-type (Fig. 4a,e).

**Figure 4:**
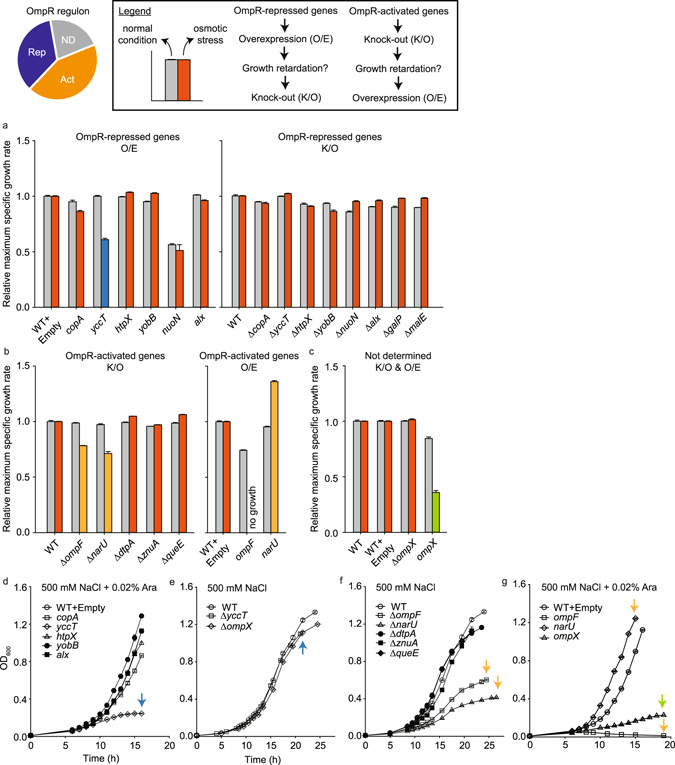
Examination of physiological role of OmpR regulon under osmotic stress. (**a**) OmpR-repressed genes were overexpressed (O/E) to investigate their effects on cellular growth rate under normal and osmotic stress conditions. If mutant strains showed retarded growth rate under osmotic stress conditions, the corresponding genes were knocked-out (K/O) and growth rates of mutant strains were measured. In order to eliminate any potential caveat from differential expression of membrane-bound proteins, we additionally constructed mutant strains of OmpR-repressed genes. The same approach was applied to (**b**) OmpR-activated genes and (**c**) Not-determined genes. The relative maximum specific growth rates were represented as normalized by those of wild-type strains under each condition. Time-course growth curves (OD at 600 nm) of mutants were depicted depending on (**d**,**g**) overexpression and (**e**,**f**) knock-out conditions. For the osmotic stress condition, the growth media were supplemented with 500 mM NaCl. The mean and standard deviation from independent biological triplicate were represented.

Based on a similar hypothesis, we deleted 3 newly identified and 2 previously known genes (*ompF*, *narU*, *dtpA*, *znuA*, and *queE*) among OmpR-activated genes. In this case, deletion of *ompF* encoding outer membrane porin F and *narU* encoding nitrate/nitrite transporter showed a 21% and 30% decrease in growth rate under osmotic stress, respectively (Fig. 4b,f). Interestingly, overexpression of *ompF* slightly retarded growth of cells under normal conditions but perfectly abolished cellular growth under osmotic stress (Fig. 4b,g). However, the overexpression of *narU* significantly improved cell growth (36%) under osmotic stress (Fig. 4b,g). It is unclear at this point how overexpression of *narU* contributes to the restoration of growth under osmotic stress, but this can be a promising strategy to improve cellular tolerance toward osmotic stress when engineering tolerance into a new strain. We also examined the physiological role of *ompX* (encoding outer membrane protein X) that did not show changes in transcription level when it was deleted but showed strong binding of OmpR. Although deletion of *ompX* did not show any change in growth rate, overexpression of *ompX* showed similar growth retardation to the *ompF* case (Fig. 4c,e,g). Based on our growth tests of mutant strains of membrane proteins (*yccT*, *ompF*, and *ompX*), it appears that the composition of membrane proteins has to be precisely controlled to achieve proper response to osmotic stress.

Since osmotic stress response is important for the survival of other bacteria, we examined the phylogenetic distribution of OmpR and its target genes identified here. We determined how the *E*. *coli* K-12 MG1655 OmpR regulon is conserved within proteobacteria by comparing gene orthologues in 13 Escherichia, 3 Shigella, 2 Salmonella, 7 Yersinia, 134 γ-proteobacteria, 40 β-proteobacteria, and 58 α-proteobacteria (Fig. 5). Interestingly, OmpR was highly conserved across species, but genes in the regulon of *E*. *coli* K-12 MG1655 were not. This result suggests that other species may have different regulatory networks to cope with osmotic stress. For example, the *narUZYWV* operon was poorly conserved even in Escherichia, indicating that activation of this operon under osmotic stress might be a unique strategy of *E*. *coli* K-12 MG1655 to improve the cell’s growth under osmotic stress.

**Figure 5:**
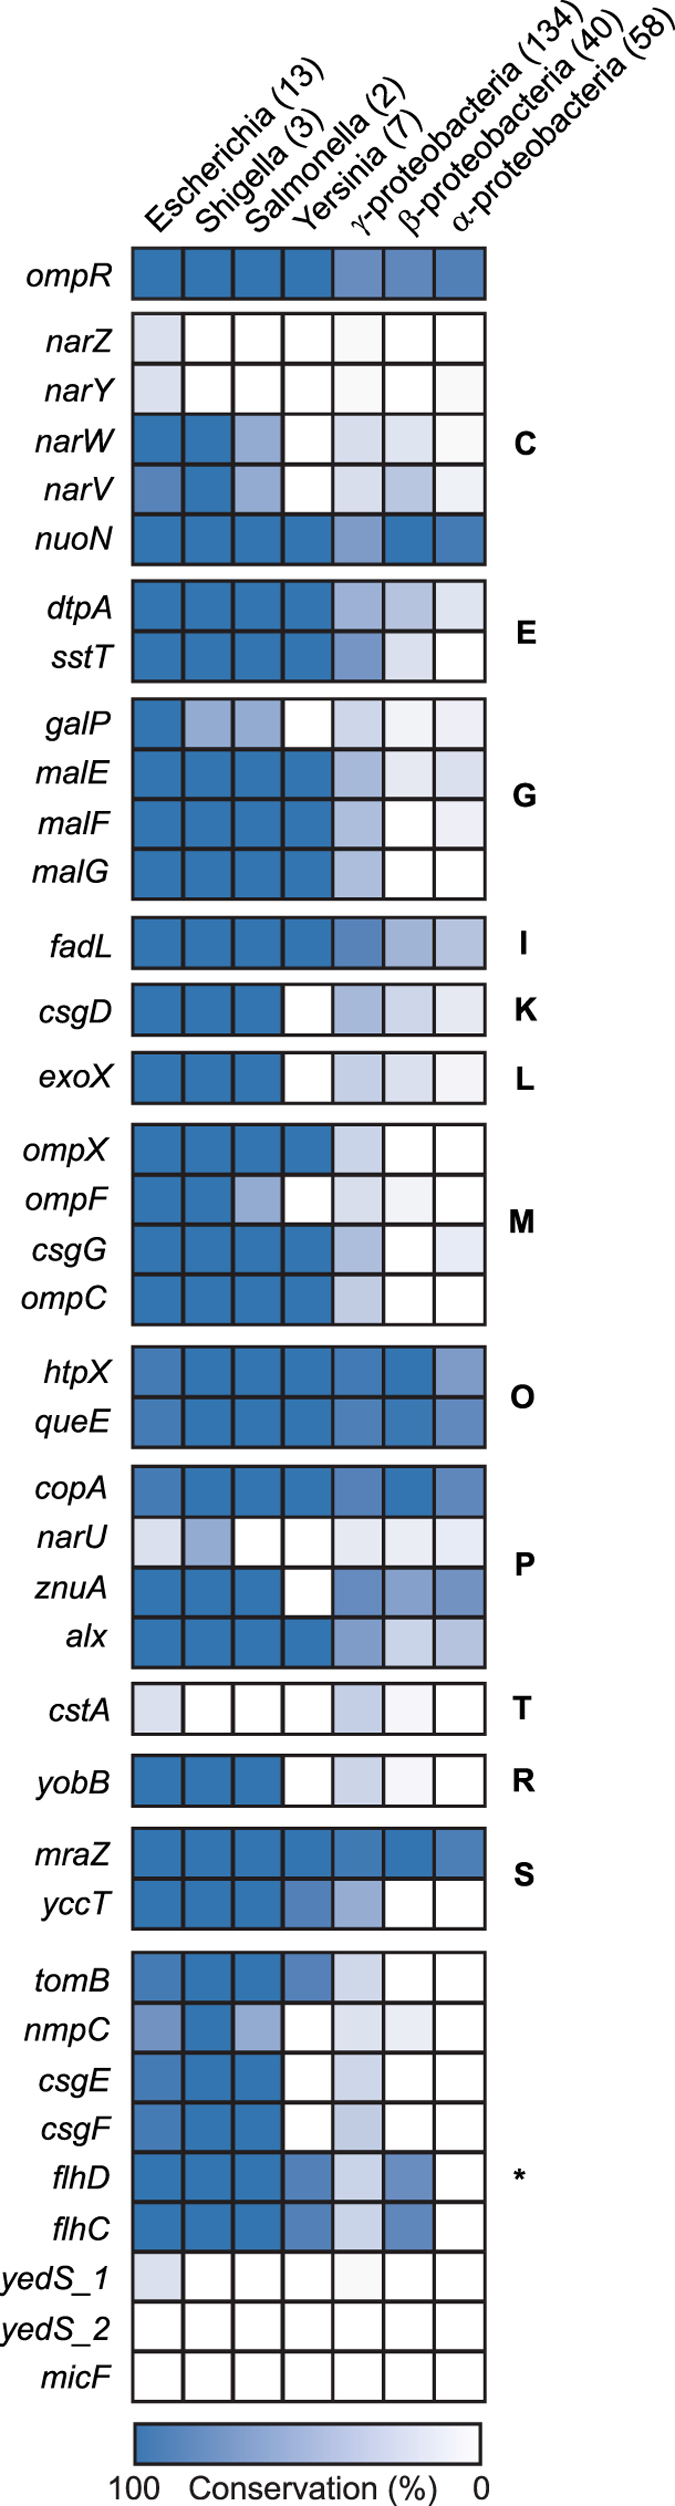
Evolutionary perspective on OmpR regulon. Conservation levels of the OmpR and its regulon genes across Escherichia, Shigella, Salmonella, Yersinia, γ-, β-, and α-proteobacteria are illustrated by the ortholog calculation. The genes were divided into 13 groups by their functions as in Fig. 3.

In summary, we have integrated disparate data types from genome-scale experimental methods and analyzed them to describe how this system biology approach guided us to comprehensively understand the fundamental role of the OmpR regulon in response to osmotic stress in *E*. *coli* K-12 MG1655. We found that OmpR tends to regulate gene products located in membranes among various biological processes. Detailed examination of physiological roles of OmpR regulon members revealed that activation of *narU* was important to achieve tolerance toward osmotic stress and precise control of the composition of OmpR-regulated membrane proteins is crucial for the cell’s viability. In addition to previous reconstruction studies, the expanded OmpR regulatory network under osmotic stress can be integrated into genome-scale computational models for better predictive capability of cellular stress response^36^.

## Methods

### Bacterial strains, primers, media, and growth conditions

The OmpR-8myc *E*. *coli* strain was generated by a λ Red-mediated site-specific recombination system targeting the C-terminal region^37^. Deletion mutants including *ompR* and other regulon members were also constructed by a λ Red-mediated site-specific recombination system^38^. Overexpression mutants were constructed by using directional pBAD plasmid system (Invitrogen) according to the manufacturer’s instructions. All primers used for the construction of plasmids and strains are presented in Supplementary Table 4. For overnight culture, *E*. *coli* strains were inoculated into fresh 70 ml of 0.2% (w/v) glucose M9 minimal medium in 500 ml flasks at 37 °C with 250 rpm. To make osmotic stress for ChIP-exo and RNA-seq, the overnight cultures were inoculated to OD_600_ = 0.02 into another fresh 70 ml of M9 minimal medium in 500 ml flasks and were supplemented with 0.3 M sodium chloride (NaCl) at OD_600_ = 0.5 ± 0.04 and incubated for 30 min with stirring. In cases of growth tests under normal and osmotic stress conditions, the same media were used for normal conditions and were supplemented with 0.5 M concentration of NaCl at the beginning of the culture. For overexpression strains, media were also supplemented with 0.02% arabinose and wild-type strain harboring empty plasmid was used as a control.

### ChIP-exo and data processing

To identify the genome-wide OmpR-binding map *in vivo*, the DNA bound to OmpR were isolated by chromatin immunoprecipitation (ChIP) with the antibodies recognizing myc tag (9E10, Santa Cruz Biotechnology) and Dynabeads Pan Mouse IgG magnetic beads (Invitrogen) followed by multiple stringent washing steps^21^. Chromatin-beads materials were used to perform on-bead enzymatic reactions of the original ChIP-exo method with our previous modifications^39, 40^ to construct sequencing libraries. We sequenced these DNA libraries using in-house MiSeq machine (Illumina) following the manufacturer’s instructions. ChIP-exo experiments were performed in biological duplicate. Sequence reads obtained from ChIP-exo experiments were mapped onto the *E*. *coli* reference genome (NC_000913.2) using bowtie^41^ with default options in order to generate SAM output files. Previously published MACE program (https://code.google.com/p/chip-exo/)^42^ was used to write an in-house script to define peak candidates from independent biological duplicates with sequence depth normalization. To remove false-positive peaks, peaks having signal-to-noise (S/N) ratio less than 1.0 or having signals on the same position with Mock-IP were not considered^39, 40^.

### RNA-seq and data processing

We isolated total RNA including small RNAs using Qiagen RNeasy Plus Mini Kit (Qiagen) by treating cells with RNAprotect Bacteria Reagent (Qiagen) in accordance with the manufacturer’s instructions. Strand-specific dUTP RNA-seq^43^ was performed with the modifications^39, 40^ to build sequencing libraries in independent biological duplicate. The library samples were sequenced using in-house MiSeq machine (Illumina) in accordance with the manufacturer’s instructions. Sequence reads obtained from RNA-seq experiments were mapped onto the same reference genome (NC_000913.2) using bowtie^41^ with the maximum insert size of 1000 bp, and 2 maximum mismatches after trimming 3 bp at 3′ ends. These files were used for Cufflinks^42^ and Cuffdiff to calculate fragments per kilobase of exon per million fragments (FPKM) and differential expression, respectively, with default options and library type of dUTP RNA-seq. Genes that showed differential expression with log2 fold change ≥ 1.0 and a false discovery rate (FDR) value ≤ 0.01 from the Cuffdiff output were considered as differentially expressed genes in our study.

### Motif search and analysis

The OmpR-binding motif analysis was first done by using the MEME tool from the MEME software suite with default settings^28^. In addition, we used two other methods, ChIPMunk and diChIPMunk, to identify DNA sequence motifs of OmpR^29–31^.

### Conservation analysis of OmpR regulon

For conservation analysis, annotation information of strains and species were obtained from the SEED server (http://theseed.org). After that, ortholog to *E*. *coli* K-12 MG1655 was found from RAST (Rapid Annotation using Subsystem Technology) server^43^. Conservation level of *ompR* and genes of OmpR regulon were calculated from orthologues retained from RAST output.

## Electronic supplementary material

Supplementary Information

Dataset1, Dataset2

## References

[1] Forst SA, Roberts DL (1994). Signal transduction by the EnvZ-OmpR phosphotransfer system in bacteria. Res. Microbiol..

[2] Tsung K, Brissette RE, Inouye M (1989). Identification of the DNA-binding domain of the OmpR protein required for transcriptional activation of the ompF and ompC genes of *Escherichia coli* by *in vivo* DNA footprinting. J. Biol. Chem..

[3] Coyer J, Andersen J, Forst SA, Inouye M, Delihas N (1990). micF RNA in ompB mutants of Escherichia coli: different pathways regulate micF RNA levels in response to osmolarity and temperature change. J. Bacteriol..

[4] Black PN (1991). Primary sequence of the Escherichia coli fadL gene encoding an outer membrane protein required for long-chain fatty acid transport. J. Bacteriol..

[5] Slauch JM, Silhavy TJ (1991). cis-acting ompF mutations that result in OmpR-dependent constitutive expression. J. Bacteriol..

[6] Coll JL, Heyde M, Portalier R (1994). Expression of the nmpC gene of Escherichia coli K-12 is modulated by external pH. Identification of cis-acting regulatory sequences involved in this regulation. Mol. Microbiol..

[7] Huang KJ, Schieberl JL, Igo MM (1994). A distant upstream site involved in the negative regulation of the Escherichia coli ompF gene. J. Bacteriol..

[8] Rampersaud A, Harlocker SL, Inouye M (1994). The OmpR protein of Escherichia coli binds to sites in the ompF promoter region in a hierarchical manner determined by its degree of phosphorylation. J. Biol. Chem..

[9] Yamamoto K (2000). Negative regulation of the bolA1p of Escherichia coli K-12 by the transcription factor OmpR for osmolarity response genes. FEMS Microbiol. Lett..

[10] Prigent-Combaret C (2001). Complex regulatory network controls initial adhesion and biofilm formation in Escherichia coli via regulation of the csgD gene. J. Bacteriol..

[11] Qin L, Yoshida T, Inouye M (2001). The critical role of DNA in the equilibrium between OmpR and phosphorylated OmpR mediated by EnvZ in Escherichia coli. Proc. Natl. Acad. Sci. USA.

[12] Mattison K, Oropeza R, Byers N, Kenney LJ (2002). A phosphorylation site mutant of OmpR reveals different binding conformations at ompF and ompC. J. Mol. Biol..

[13] Oshima T (2002). Transcriptome analysis of all two-component regulatory system mutants of Escherichia coli K-12. Mol. Microbiol..

[14] Goh EB, Siino DF, Igo MM (2004). The Escherichia coli tppB (ydgR) gene represents a new class of OmpR-regulated genes. J. Bacteriol..

[15] Jubelin G (2005). CpxR/OmpR interplay regulates curli gene expression in response to osmolarity in Escherichia coli. J. Bacteriol..

[16] Yoshida T, Qin L, Egger LA, Inouye M (2006). Transcription regulation of ompF and ompC by a single transcription factor, OmpR. J. Biol. Chem..

[17] Ogasawara H, Yamada K, Kori A, Yamamoto K, Ishihama A (2010). Regulation of the Escherichia coli csgD promoter: interplay between five transcription factors. Microbiology.

[18] Perkins TT (2013). ChIP-seq and transcriptome analysis of the OmpR regulon of Salmonella enterica serovars Typhi and Typhimurium reveals accessory genes implicated in host colonization. Mol. Microbiol.

[19] Quinn HJ, Cameron AD, Dorman CJ (2014). Bacterial regulon evolution: distinct responses and roles for the identical OmpR proteins of Salmonella Typhimurium and Escherichia coli in the acid stress response. PLoS Genet..

[20] Stincone A (2011). A systems biology approach sheds new light on Escherichia coli acid resistance. Nucleic Acids Res..

[21] Seo SW (2014). Deciphering Fur transcriptional regulatory network highlights its complex role beyond iron metabolism in Escherichia coli. Nat. Commun..

[22] Seo SW, Kim D, O’Brien EJ, Szubin R, Palsson BO (2015). Decoding genome-wide GadEWX-transcriptional regulatory networks reveals multifaceted cellular responses to acid stress in Escherichia coli. Nat. Commun..

[23] Seo SW, Kim D, Szubin R, Palsson BO (2015). Genome-wide Reconstruction of OxyR and SoxRS Transcriptional Regulatory Networks under Oxidative Stress in Escherichia coli K-12 MG1655. Cell Rep..

[24] Cho BK, Barrett CL, Knight EM, Park YS, Palsson BO (2008). Genome-scale reconstruction of the Lrp regulatory network in Escherichia coli. Proc. Natl. Acad. Sci. USA.

[25] Federowicz S (2014). Determining the control circuitry of redox metabolism at the genome-scale. PLoS Genet..

[26] Cho S (2015). The architecture of ArgR-DNA complexes at the genome-scale in Escherichia coli. Nucleic Acids Res..

[27] Kim JN (2015). Genome-scale analysis reveals a role for NdgR in the thiol oxidative stress response in Streptomyces coelicolor. BMC Genomics.

[28] Bailey TL (2009). MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res..

[29] Kulakovskiy IV, Boeva VA, Favorov AV, Makeev VJ (2010). Deep and wide digging for binding motifs in ChIP-Seq data. Bioinformatics.

[30] Kulakovskiy I (2013). From binding motifs in ChIP-Seq data to improved models of transcription factor binding sites. J. Bioinform. Comput. Biol..

[31] Levitsky VG (2014). Application of experimentally verified transcription factor binding sites models for computational analysis of ChIP-Seq data. BMC Genomics.

[32] Kim D (2012). Comparative analysis of regulatory elements between Escherichia coli and Klebsiella pneumoniae by genome-wide transcription start site profiling. PLoS Genet..

[33] Karp, P. D. *et al*. The EcoCyc Database. *EcoSal Plus***6**, doi:10.1128/ecosalplus.ESP-0009-2013 (2014).10.1128/ecosalplus.ESP-0009-2013PMC424317226442933

[34] Galperin MY, Makarova KS, Wolf YI, Koonin EV (2015). Expanded microbial genome coverage and improved protein family annotation in the COG database. Nucleic Acids Res..

[35] Cho BK, Kim D, Knight EM, Zengler K, Palsson BO (2014). Genome-scale reconstruction of the sigma factor network in Escherichia coli: topology and functional states. BMC Biol..

[36] O’Brien EJ, Monk JM, Palsson BO (2015). Using Genome-scale Models to Predict Biological Capabilities. Cell.

[37] Cho BK, Knight EM, Palsson BO (2006). PCR-based tandem epitope tagging system for Escherichia coli genome engineering. Biotechniques.

[38] Datta S, Costantino N, Court DL (2006). A set of recombineering plasmids for gram-negative bacteria. Gene.

[39] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[40] Wang L (2014). MACE: model based analysis of ChIP-exo. Nucleic Acids Res..

[41] Levin JZ (2010). Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat. Methods.

[42] Trapnell C (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol..

[43] Aziz RK (2008). The RAST Server: rapid annotations using subsystems technology. BMC Genomics.

# Supplementary material for: Revealing genome-scale transcriptional regulatory landscape of OmpR highlights its expanded regulatory roles under osmotic stress in Escherichia coli K-12 MG1655
**Source:** Sci Rep. 2017 May 19;7:2181. doi: 10.1038/s41598-017-02110-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for:**

**Revealing genome-scale transcriptional regulatory landscape of OmpR highlights its expanded regulatory roles under osmotic stress in *Escherichia coli* K-12 MG1655**

Sang Woo Seo1,2,8,*, Ye Gao3,8, Donghyuk Kim2,5,8, Richard Szubin2, Jina Yang1, Byung-Kwan Cho6,7 and Bernhard O. Palsson2,4,7,*

8Co-first author.

*To whom correspondence.

**Supplementary Figures**

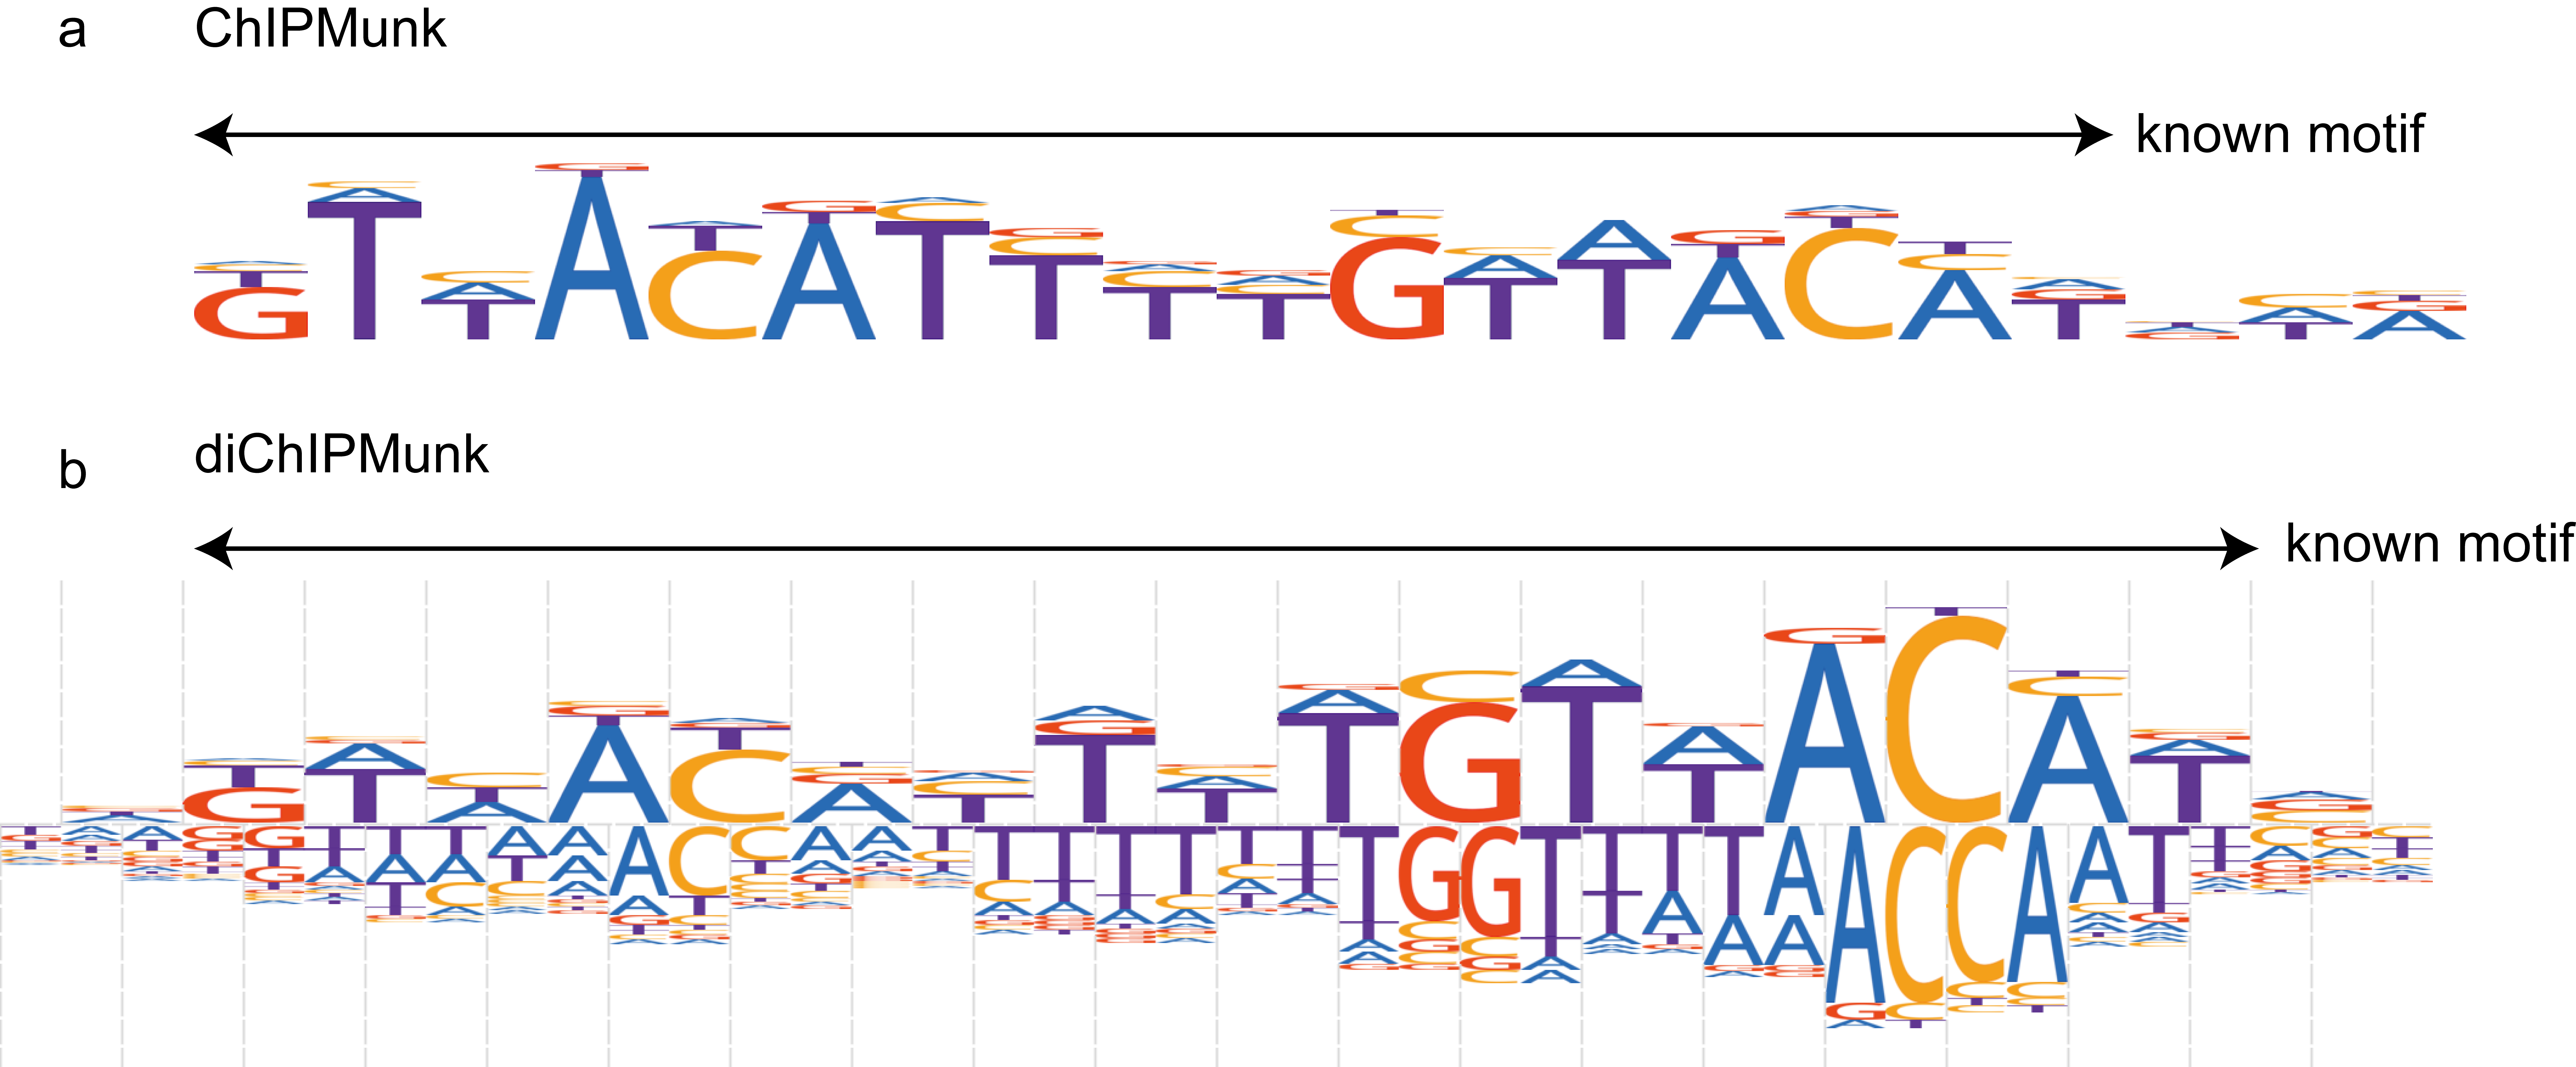

**Supplementary Figure 1. The OmpR binding motif sequences.** The motif sequences were generated by using (a) ChIPMunk and (b) diChIPMunk methods. Basically, both methods generated the previously known binding motif (GTTACATTTTGTTACAT).

**Supplementary Tables**

**Supplementary Table 1. OmpR-associated regions identified by ChIP-exo analysis.**

| **Binding**  **Sites** | **Transcription**  **Unit** | **Peak** | **ChIP-exo**  **Start** | **ChIP-exo**  **End** | **Causal relationship upon K/O** | **Regulatory**  **Mode** | **Distance**  **to TSS** | **S/N**  **ratio** | **Novel target?** | **Localization** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | *mraZ* | P1 | 89209 | 89268 | N | - | -350.5 | 6.86 | Y | Cytosol |
| 2 | *tomB* | P2 | 480063 | 480122 | N | - | -73.5 | 1.78 | Y | Cytosol |
| 3 | *copA* | P3 | 510775 | 510834 | Y | Rep | -169.5 | 2.51 | Y | IM |
| 4 | *nmpC* | P4 | 576106 | 576166 | Y | Rep | 43 | 2.26 | N | OM |
| 5 | *cstA* | P5 | 629059 | 629118 | N | - | 7.5 | 4.91 | Y | IM |
| 6 | *ompX* | P6 | 849553 | 849612 | N | - | -57.5 | 110.71 | Y | OM |
| 7 | *ompF* | P7 | 986373 | 986432 | Y | Act | -87.5 | 43.04 | N | OM |
| 8 | *yccT* | P8 | 1027037 | 1027089 | Y | Rep | -5 | 3.07 | Y | Cytosol |
| 9 | *csgDEFG* | P9 | 1102597 | 1102656 | Y | Act | - | 76.17 | N | IM-OM-OM-IM |
| 10 | *narUZYWV* | P10 | 1542224 | 1542283 | Y | Act | - | 14.83 | Y | IM-IM-IM-Cytosol-IM |
| 11 | *dtpA* | P11 | 1710621 | 1710680 | Y | Act | -46.5 | 11.01 | N | IM |
| 12 | *htpX* | P12 | 1910702 | 1910754 | Y | Rep | -86 | 1.89 | Y | IM |
| 13 | *yobB-exoX* | P13 | 1923367 | 1923419 | Y | Rep | -62 | 2.01 | Y | Cytosol-Cytosol |
| 14 | *znuA* | P14 | 1940588 | 1940647 | Y | Act | - | 2.46 | Y | IM |
| 15 | P15 | 1940818 | 1940875 | Y | Act | - | 2.23 | Y |
| 16 | *flhDC* | P16 | 1976353 | 1976412 | N | - | - | 19.75 | Y | Cytosol-Cytosol |
| 17 | *yedS_1-yedS_2* | P17 | 2031915 | 2031974 | N | - | - | 20.52 | Y | - |
| 18 | *ompC/micF* | P18 | 2310906 | 2310960 | Y | Act | -83 | 64.94 | N | OM |
| 19 | *nuoN* | P19 | 2389715 | 2389774 | Y | Rep | 47.5 | 3.21 | Y | IM |
| 20 | *fadL* | P20 | 2459263 | 2459322 | N | - | 65.5 | 2.24 | N | OM |
| 21 | *queE* | P21 | 2903494 | 2903554 | Y | Act | 589 | 33.82 | Y | Cytosol |
| 22 | *galP* | P22 | 3086060 | 3086119 | Y | Rep | -187.5 | 5.33 | Y | IM |
| 23 | *alx* | P23 | 3236367 | 3236426 | Y | Rep | -100.5 | 18.87 | Y | IM |
| 24 | *sstT* | P24 | 3237874 | 3237933 | N | - | 18.5 | 6.91 | Y | IM |
| 25 | *malEFG* | P25 | 4244765 | 4244851 | Y | Rep | -321 | 1.86 | Y | IM-IM-IM |

**Supplementary Table 2. Confirmation of previously characterized OmpR-binding sites**

| **Number** | **Transcription Unit** | **Decision** |
| --- | --- | --- |
| 1 | *bolA* | No |
| 2 | *nmpC* | Yes |
| 3 | *ompF* | Yes |
| 4 | *csgDEFG* | Yes |
| 5 | *tppB* | Yes |
| 6 | *ompC* | Yes |
| 7 | *micF* | Yes |
| 8 | *fadL* | Yes |
| Total | | 7/8 (88%) |

**Supplementary Table 3. Other transcription factors known to regulate OmpR regulons**.

| **TFs** | **# of bindings** | **Target genes** |
| --- | --- | --- |
| IHF | 8 | *nmpC/ompC/csgG/micF/csgE/csgD/nuoN/csgF* |
| CRP | 8 | *nmpC/cstA/flhC/flhD/malF/malG/malE/fadL* |
| CpxR | 7 | *ompF/ompC/csgG/csgF/tomB/csgD/csgE* |
| FliZ | 6 | *flhC/flhD/csgG/csgF/csgE/csgD* |
| CsgD | 5 | *csgG/yccT/csgE/csgD/csgF* |
| BasR | 5 | *csgG/csgF/tomB/csgD/csgE* |
| Cra | 4 | *csgG/csgF/csgE/csgD* |
| MlrA | 4 | *csgG/csgF/csgE/csgD* |
| RcdA | 4 | *csgG/csgF/csgE/csgD* |
| RstA | 4 | *csgG/csgF/csgE/csgD* |
| MalT | 3 | *malF/malG/malE* |
| H-NS | 2 | *flhC/flhD* |
| MatA | 2 | *flhC/flhD* |
| ArcA | 2 | *nuoN/fadL* |
| RcsAB | 2 | *flhC/flhD* |
| LrhA | 2 | *flhC/flhD* |
| Lrp | 2 | *micF/ompC* |
| HdfR | 2 | *flhC/flhD* |
| Zur | 1 | *znuA* |
| FadR | 1 | *fadL* |
| Rob | 1 | *micF* |
| SoxS | 1 | *micF* |
| PdhR | 1 | *mraZ* |
| CueR | 1 | *copA* |
| GalS | 1 | *galP* |
| GalR | 1 | *galP* |
| MarA | 1 | *micF* |
| NagC | 1 | *galP* |
| FNR | 1 | *nuoN* |
| Fis | 1 | *nuoN* |

**Supplementary Table 4. Primers used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

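Transcript levels were measured by strand-specific RNA-seq in 4 libraries, 2 from independent cultures of wild-type E. coli K-12 MG1655 and 2 from independent cultures of the ompR deletion mutant, all treated with 0.3 M NaCl for 30 min. Libraries were assigned to strain and replicate by the labels of the samples, which match the names of the columns in the table. Every column of the table was used. The ChIP-exo data were not analysed here. Peak positions, distances to the TSS, S/N ratios, directions of regulation and locations of gene products are those of Supplementary Table 1, and other transcription factors are those of Supplementary Table 3.

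According to the methods of the paper, the authors trimmed 3 bp from the 3′ ends of the reads, mapped them to NC_000913.2 with bowtie with at most 2 mismatches and a maximum insert of 1000 bp, and computed with Cufflinks the FPKM they deposited. One FPKM value per gene and library is given, so the replicates are not pooled. FPKM are already scaled to the fragments of each library and to gene length. Versions of these programs and the annotation were not found in the text of the paper. The differential expression in the paper came from Cuffdiff, which needs the mapped reads, so limma on the deposited FPKM takes its place here.

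The table lists 4594 genes by identifier, of which 4555 are b-numbers. Symbols came from the paper's tables and from a RefSeq gene table of the ASM584v2 assembly, which matched 4462 identifiers. That assembly is a later revision than the one used for mapping. It was used for symbols and neighbours, and its gene lengths were used to recover fragments and to mark genes shorter than 200 bp. No coordinate was taken from it. The depth of each library was found as the number of fragments, together with a length subtracted from each gene for the mean fragment, for which the low FPKM of genes longer than 700 bp came nearest to whole fragments. The mean distance from a whole number was 0.0077, 0.0119, 0.0073 and 0.0111 fragments in the 4 libraries, against 0.208 to 0.22 with the lengths shuffled among genes. A gene with no fragment in a library was given a floor of 3 fragments, which covers counting error only. No count test was run on the recovered fragments of all genes, since they depend on lengths from the other revision.

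Changes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the prior variance, for the 4137 genes with a mean of at least 1 FPKM over the 4 libraries. P-values were adjusted by the Benjamini-Hochberg method. Genes were called at a log2 fold change of at least 1 in size and an adjusted p of at most 0.01, the thresholds of the paper. With 2 libraries per strain, an exact permutation test of a single gene cannot give a two-sided p under 0.333, so the tests of single genes rest on the variance that limma shares among genes. The test was tested on simulated data, drawn from the wild-type means and the recovered depths for genes longer than 400 bp with a dispersion of 0.01 between replicates, which leaves out the short genes and any larger variance of real cultures. With log2 changes of 2 in size, 185 of 195 changed genes (94.9%) among 3317 were recovered with 6 false calls. With log2 changes of 1.3 in size, 143 of 197 (72.6%) among 3310 were recovered with 0 false calls.

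The genes named in the text were set by a rule written before the data were examined. They are the genes of Supplementary Table 1, bolA, ompR, envZ, every gene named in the text of the paper, and the 5 genes with the largest rise and the 5 with the largest fall among the called genes whose ΔompR libraries both lie beyond both wild-type libraries. Gene lists for the closing hypotheses were also written then, most of them after Supplementary Data 1 had been read. The lists of copper export genes, of the nuo operon and of strain marker genes, and other single genes named outside the rule, were chosen after their values were seen. In Supplementary Table 1 micF shares an entry with ompC. It was taken as not determined, as in Fig. 3c, with no membrane or cytosolic location. Gene lists were tested with camera of limma, with its default correlation between genes.

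Overlaps of gene lists were tested with Fisher's exact test and differences between small groups of TUs with exact permutation tests in scipy 1.17.1 under Python 3.11.15. Alternatives were pseudocounts of 0.1 and 10 FPKM, no filter, a filter at 10 FPKM, scaling to the same total, median centring, quantile normalization, limma without the trend, a replicate block, each library left out in turn, an adjusted p of at most 0.05, either threshold alone, and the ratio of group mean FPKM with no pseudocount. Replicate numbers for the block come from the labels. The text of the paper describes the replicates as independent and names no pairing. One alternative, genes of at least 200 bp only, was added after the data were examined. The target genes yedS_1 and yedS_2 had no identifier paired with them and were left out.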

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

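Apart from the limma tests of single genes and the camera tests of gene lists, every test in this part was chosen only after the result it examines was seen. The lists tested with camera in this part were written before the deposited values were examined. Most of them were written after Supplementary Data 1, which reports on the same libraries, had been read. The results lie in genes that the paper does not discuss, or in groups of genes of which the paper discusses at most a few members.

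The araBAD and rhaBAD operons, for arabinose and rhamnose use, had 255 fragments in the wild-type libraries and 1 in the ΔompR libraries, where 230.1 were expected from the depths. Between 11 and 104 wild-type fragments were found for each of the 6 genes. They were looked at because araA, araB and rhaA were listed at 0 in both ΔompR libraries. Depth does not account for this, since only 2 of 666 other genes of at least 690 bp with as few wild-type fragments had at most 1 fragment in the ΔompR libraries. Scaling does not account for it either, since the median log2 fold change of 5 adjacent genes, araC, rhaS, lacI, lacY and hsdM, was -0.13, with a range of -0.22 to 0.17. A candidate explanation is a strain background, as in BW25113, that lacks these operons and part of lacZ. In the ΔompR libraries lacZ had 8 fragments where 49.6 were expected (two-sided exact binomial test, adjusted p = 2.2e-08 over 13 genes), and it was lower in both. The test compares these 4 libraries and treats fragments as independent, so it speaks of the libraries and not of strains in general. For hsdR, mutated in that background, 974 fragments were found where 2292 were expected (adjusted p = 4.76e-125), although a mutated gene need not lose transcripts. The same test gave lacI 377 fragments against 443.1 expected (adjusted p = 0.0274), a far smaller fall. The list of genes comes from general knowledge of that genotype, and the expectation for lacZ was worded after its value was known. The methods state that the deletion was made by λ Red recombination, and the paper's text names no parent strain for it. There are 0 OmpR peaks listed at these genes, but with a single deletion strain an indirect effect of the loss of OmpR cannot be told apart from the background. If the background differs, any difference reported between wild type and ΔompR could also reflect it.

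Zinc uptake genes were lower in ΔompR. The median log2 fold change of zinT, znuA, znuB, znuC and ykgM was -6.67, with a range of -10.06 to -2.95. All 5 were lower, and 4 of them were called. The value of -10.06 is that of ykgM, which was not called (standard error 1.36, adjusted p = 0.0141 from limma). It was listed at 11.9 and 0 FPKM in the ΔompR replicates, so the size of its fall depends on the pseudocount. Supplementary Data 1 lists all 5, and the list was chosen after that table had been read, so the test of the group (camera, adjusted p = 1.68e-05) shows nothing beyond that choice. Of these, znuA is an OmpR target. The fall of zinT, from 9699 and 9098 FPKM to 11.9 and 13.7 FPKM, was -9.41 on the log2 scale (standard error 0.09, adjusted p = 0.000344 from limma). Scaling does not account for the change, since it moves all genes of a library alike and the median of all tested genes was -0.05. zinT has no listed OmpR peak, yet its log2 fold change was -9.41. A shortage of zinc from the loss of znuA would raise genes repressed by Zur with zinc, which is the opposite of the fall seen in all 5 genes. These falls argue against loss of binding at znuA alone as the account of the group. The strain background discussed above was not separated from the loss of OmpR, and no other biological explanation was tested.

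Gene groups outside the OmpR targets shifted in one direction in ΔompR. The median log2 fold change was 2.58 for 9 genes of the Cpx envelope stress response, 2.51 for 11 genes of arginine synthesis and 1.97 for 12 heat shock genes, and every one of these genes was higher. Supplementary Data 1 lists all of them, and the lists were chosen after it had been read, so these shifts restate the paper's calls on the same libraries, and their tests (camera, adjusted p between 5.18e-10 and 6.66e-09) show nothing beyond that choice. The median was 2.38 for 48 genes of flagella and chemotaxis, of which 47 were higher (camera, adjusted p = 1.18e-20). The 12 of them that Supplementary Data 1 does not list had a median of 0.90, with 11 higher. Genes are listed there by the size of their change, so the unlisted ones are smaller by selection and only their direction is informative. For 9 genes repressed by the small RNA RyhB the median was 1.19, all higher (camera, adjusted p = 1.26e-05). Only 2 of them are not listed there, with a median of 0.46, too few to tell the shift from the choice of the list. The gene of RyhB itself, ryhB, is listed there and was lower in ΔompR, with a log2 fold change of -3.70 (adjusted p = 0.00217 from limma). It is shorter than 200 bp, so the size of its fall is uncertain. Whether this fall accounts for the rise of the 9 genes was not tested.

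Ribosomal protein genes and iron uptake genes were listed without regard to the RNA-seq calls. The 41 ribosomal protein genes had a median log2 fold change of 0.40 and were all higher (camera, adjusted p = 9.77e-10), although 0 of them were called and the smallest change was 0.08. The list of iron uptake genes comes from Supplementary Data 2, and its 36 tested genes had a median of -0.80, with 35 lower (camera, adjusted p = 9.77e-10). This shift is not carried by the genes the paper calls alone, since the 21 genes that Supplementary Data 1 does not list had a median of -0.55, with 20 lower, a size that the selection of listed genes draws toward 0. Scaling does not account for shifts of these sizes in both directions, since the median of all tested genes was -0.05. Strain background and growth of the cultures were not separated from the loss of OmpR, and no biological explanation was tested.

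Among the called genes with the largest changes, several flagellar genes rose. The log2 fold change of flgC, listed at 0 in both wild-type libraries and at 73.7 and 66.7 FPKM in ΔompR, was 6.15, at least 24.7-fold higher against a floor of 3 fragments. It was 5.95 for flgB and 4.91 for flgE, from 2.78 and 2.78 FPKM in wild type to 109.6 and 116 FPKM in ΔompR for the latter. All 3 belong to the group of flagella and chemotaxis above, and no biological explanation was tested for them singly.

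Other large changes lie in genes that are short or have no length here. The log2 fold change was -14.20 for b4629, listed at 27108 and 13002 FPKM in wild type, -11.51 for thrL, listed at 5532 and 1527 FPKM, and -10.22 for a gene listed without a b-number or a symbol, at 3076 and 464 FPKM, and all 3 are listed at 0 in both ΔompR libraries. For ortT and ydcA it was 5.29 each, and their values are identical in the 4 libraries, at 0 in wild type and at 32.5 and 44.6 FPKM in ΔompR. A candidate explanation for values of 0 in such genes is that they are shorter than the sequenced fragments. Of 66 cases listed at 0 in one replicate and at 100 FPKM or more in the other replicate of the same strain, 65 (98.5%) are genes shorter than 200 bp, while 7.0% of all genes with a length are that short. The genes thrL, ortT and ydcA are shorter than 200 bp, and b4629 and the gene without a b-number have no length in the gene table. Their changes cannot be told apart from this explanation, and against values of 0 the log2 fold changes above are set by the pseudocount and are not measured folds.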

How the results depend on the processing

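One alternative, genes of at least 200 bp, was chosen only after the data were seen. The 2 alternatives written for other kinds of table, a fit on counts and a ratio of one value per condition, could not apply to FPKM per replicate and were not run.

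With a pseudocount of 0.1 or 10 FPKM, no filter or a filter at 10 FPKM, median centring, quantile normalization and no trend, the counts of called genes, of each direction and of targets stayed within 1.5 times those reported. Called genes numbered 348, 299, 327, 327, 337, 332 and 273 in these settings, and 340, 294, 327, 318, 321, 319 and 266 of them were among the 344.

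The count was lower when libraries were brought to the same total. There 216 genes were called, 136 higher and 80 lower, with 2 repressed targets, and 210 of the 216 were among the 344. With a replicate block, 48 genes were called, 27 higher and 21 lower, all among the 344, with 3 regulated targets, 2 activated and 1 repressed, and narU kept its log2 fold change of -4.22 without passing the thresholds. Same-numbered replicates of the 2 strains had deviations that correlated by 0.068 over 4137 genes and 0.094 over 3068 genes, and genes are not independent replicates. The block leaves fewer degrees of freedom for the variance, which alone can lower the count. Beyond this, the cause was not tested for either setting.

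Other settings gave more calls. With an adjusted p of at most 0.05, 8 repressed and 2 undetermined targets were called. With fold change alone there were 619 genes, 327 higher and 292 lower, with 8 repressed and 2 undetermined targets. With no fold change limit there were 543, 314 higher and 229 lower, with 3 undetermined targets. The ratio of group means gave 700, 353 higher and 347 lower, with 8 repressed and 2 undetermined targets, and narU at -5.80. With genes of at least 200 bp, 8 repressed and 0 undetermined targets were called, and yccT passed at 1.44. The undetermined target no longer called is micF, which this filter removes. Otherwise the cause was not tested.

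With each library left out in turn and no test possible, fold change alone gave 664 to 695 genes, 341 to 382 higher and 282 to 342 lower, with 8 to 9 repressed and 2 to 2 undetermined targets. The cause was not tested.

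The change of flhC, which had overlapping replicates, ranged from -0.20 to 0.59. It reversed to -0.20 without wild-type replicate 2 and to -0.02 without ΔompR replicate 1. The cause was not tested. For the 51 named genes apart from narU, yccT and ompX, flhC included, 741 values under these settings were compared. Of these, 683 kept their direction and their side of the thresholds or, in the settings without a test, moved by less than the spread between replicates. With a test, 29 no longer passed the thresholds and 6 newly passed them. Without a test, 21 moved by more than the spread, and the 2 of flhC reversed. A change that kept its side could still differ in size, as for csgD at -7.27 with a pseudocount of 0.1 FPKM.

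Depth limits the genes with few fragments. In ΔompR, narU rests on 4 and 3 fragments and csgE on 1 and 0, so the size of their changes is uncertain.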

Differences from the paper's values

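The settings named here were set before the data were examined, except genes of at least 200 bp, which was added after they were seen, and the adjustment over the targets alone, which shows no stability since the paper chose these genes from the same libraries. Apart from these exceptions, no test in this part was chosen after a result was seen.

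A gap in a count is called closed when one count is at most 1.5 times the other, and a gap in a log2 fold change when it is no larger than that gene's SD between replicates on the log2 scale, which ranges widely among the genes below, from 0.03 for copA and 0.04 for flgE to 0.30 for narW.

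The paper reports 26 regulated target genes, and 15 were called here. The gap closed with an adjusted p of at most 0.05 (21 genes), with fold change alone (21), with the ratio of group means (22) and with each library left out in turn (21 to 22). It also closed with genes of at least 200 bp (19), a setting chosen after seeing the values. The paper reports 12 repressed genes, and 5 were called here. The gap closed with an adjusted p of at most 0.05 (8), with fold change alone (8), with the ratio of group means (8) and with each library left out in turn (8 to 9), and with genes of at least 200 bp (8), again chosen after seeing the values. For both counts the pseudocounts of 0.1 and 10 FPKM, no filter, the filter at 10 FPKM, the same total, median centring, quantile normalization, no trend, the replicate block and no fold change limit did not close it.

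The regulated genes that the paper reports and that were not called here number 11. Of these, yccT, dtpA, alx and malE are called with an adjusted p of at most 0.05, fold change alone, the ratio of group means, each library left out in turn, genes of at least 200 bp (chosen after seeing the values) and the adjustment over the targets alone, and malE also with a pseudocount of 0.1 FPKM. The same holds for csgF except under genes of at least 200 bp, and for csgE except under that setting and the adjustment over the targets alone. The ratio of group means calls csgG. Median centring, quantile normalization, no fold change limit and leaving out wild-type replicate 2 call galP. No setting called exoX, malF or malG, with log2 fold changes of 0.45, 0.25 and 0.50.

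Of the genes in Supplementary Data 1, 93 were not called here. Some of them are called with an adjusted p of at most 0.05 (60 genes), fold change alone (67), the ratio of group means (73), each library left out in turn (58 to 75), median centring (15), no fold change limit (12), quantile normalization (11), the filter at 10 FPKM (8), a pseudocount of 0.1 FPKM (6), the same total (6), a pseudocount of 10 FPKM (5) and no trend (3). Genes of at least 200 bp, chosen after seeing the values, calls 38. No filter and the replicate block call 0 of them.

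The log2 fold change of narU was -4.22 against the paper's -5.56, and the gap closed only with a pseudocount of 0.1 FPKM, at -5.54. For narZ it was -3.35 against the paper's -3.55, closed with that pseudocount (-3.59), with the ratio of group means (-3.61) and without ΔompR replicate 2 (-3.48). For narY it was -3.56 against the paper's -3.90, closed with that pseudocount (-3.90) and the ratio of group means (-3.94). For narW it was -3.20 against the paper's -3.55, closed with that pseudocount (-3.57), the ratio (-3.56), without wild-type replicate 2 (-3.27) and without ΔompR replicate 1 (-3.49). For narV it was -2.52 against the paper's -2.99, closed with that pseudocount (-3.00) and the ratio (-3.06). For dtpA it was -1.76 against the paper's -2.17, closed with that pseudocount (-2.20), the ratio (-2.24), without wild-type replicate 1 (-1.95) and without ΔompR replicate 2 (-1.96). The other settings did not close these gaps.

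For copA the log2 fold change was 1.16 against the paper's 1.20. The gap closed with the same total (1.19), median centring (1.19), quantile normalization (1.18), without wild-type replicate 1 (1.18) and without ΔompR replicate 2 (1.18). For nmpC it was 1.18 against the paper's 1.29, closed with a pseudocount of 0.1 FPKM (1.24), the ratio of group means (1.24) and without wild-type replicate 2 (1.25). For flgB it was 5.95 against the paper's 6.81, closed with a pseudocount of 0.1 FPKM (6.70) and the ratio of group means (6.77). The other settings did not close these gaps. For flgE it was 4.91 against the paper's 5.38, and no setting brought it within that gene's SD of 0.04. The ratio of group means (5.34) and a pseudocount of 0.1 FPKM (5.29) came nearest to the paper's value.

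Fig. 3c of the paper shows micF as not determined, and the paper's count of 14 activated genes leaves it out, while Supplementary Table 1 lists it together with ompC as activated. It was counted here among the 11 genes without a significant change, and it was called lower, although it is shorter than 200 bp and listed at 0 in both ΔompR libraries.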

Other observations

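In this part, the tests of the splits of the libraries, of the copper export and nuo genes, and of transcription factors with micF counted were chosen only after the values were seen.

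The paper proposes that other transcription factors partly take over at targets with no change. If so, TUs without a reported change might have more other transcription factors in Supplementary Table 3. Counted for the first gene of each TU, the 8 TUs without a change had a mean of 1.75 and the 16 TUs with one had a mean of 1.69 (two-sided exact permutation test, p = 0.99). This leaves out the factors of micF, which shares a TU with ompC. Counted for all genes of each TU, the mean of the 16 TUs was 1.88 (p = 1.0 in the same exact test). With micF as a unit of its own without a change, the mean was 2.11 over 9 units (p = 0.72 in the same exact test). A difference in number was not found, and whether any of these factors acts in ΔompR was not tested.

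The 4 libraries can be split into pairs in 3 ways, and 1 of the 3 splits gave as many called genes as the real one, which is the real one itself with 344. With so few libraries the share cannot fall under 0.333. The split that also parts both same-numbered pairs, wild-type replicate 1 with ΔompR replicate 2 against the rest, gave 0 called genes and 36 genes at an unadjusted p under 0.05, against 1834 for the real split. The remaining split, which keeps the same-numbered pairs together, gave 1 called gene and 42 genes at an unadjusted p under 0.05. In both of these splits each group holds 1 library of each strain. The strain difference then enters the variance within groups and lowers the calls, so the low counts are no support for the real split.

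The FPKM that the paper gives in Supplementary Data 1 are higher than the deposited means, by a median ratio of 1.43 over 411 genes in wild type and 1.47 over 407 genes in ΔompR. The log2 ratios of the group means differed from the paper's by a median of -0.04. Of the 25 genes called here that the paper does not list, 17 are shorter than 300 bp and 18 are listed at 0 in both libraries of a strain.

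The targets copA and nuoN changed together with other genes. The 6 copper export genes had a median log2 fold change of 0.94 and were all higher, with a range of 0.06 to 1.60 (camera, adjusted p = 0.0099). The 13 genes of the nuo operon had a median of 0.59 and were all higher (camera, adjusted p = 2.36e-05). Since the lists were chosen for their values, these tests show nothing beyond that choice.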
